A study of Mus musculus with 7 samples. Its data were reported in "Convergent evolution of monocyte differentiation in adult skin instructs Langerhans cell identity" (2024).

How the data were processed

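RNA of single cells was measured by droplet sequencing with unique molecular identifiers (UMIs) in 7 samples of mouse epidermis, all taken 3 weeks after bone marrow transplantation (BMT). Donor CD11b+MHCII+ myeloid cells from female donors in male hosts came as 3 libraries labelled BMT and 1 library labelled BMT plus T cells (written BMT + T cells here). Keratinocytes came as 1 library under each of these labels, and host CD11b+MHCII+ cells as 1 library. The labels and the design text of the series differ on whether the BMT libraries received T cells, so comparisons are between labels. The paper describes both its sorted donor cells and its keratinocytes as coming from transplants given with T cells. The BMT libraries are therefore not a group known to lack T cells. The study pooled separate sorting experiments, and the short library names come in pairs: BMT replicates 1 and 2 share a form, and BMT replicate 3 shares another with the BMT + T cells library and the keratinocytes. This pairing is read here as the experiment, which no label states outright. The paper combines 2 independent sorting experiments for its donor cells without naming their libraries. BMT replicates 1 and 2 may therefore also come from separate experiments. Where an experiment is named below, this pairing is meant.

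The deposited expression values were natural logs (ln) of 1 plus the UMIs per 10000 UMIs of the cell, made by the authors with kallisto, bustools and Seurat. The genome build and the annotation behind them were not stated. The deposited mitochondrial column was in percent, and the latent time deposited by the authors, which comes from RNA velocity, was a fraction. Clusters and their names were taken as the authors assigned them with the Leiden algorithm. The unit was tested on the values: after undoing the log, 100% of 28329689 donor, 15311900 keratinocyte and 1755429 host values were whole UMI counts within a tolerance of 0.001, so UMI counts and the depth of each cell were recovered. The donor table listed 15155 genes, none of them mitochondrial, which held a median of 91.3% of a cell's UMIs. Genes outside it, among them Xist and B2m, have no donor value here. The keratinocyte and host tables listed 26383 and 23737 genes. All cells were kept, except that the thinning described below left some donor cells out. The authors state that likely doublets had been removed with DoubletFinder, and none was looked for again, so a doublet left in would count as a cell that holds the transcripts of both its cells. Of them, 72 donor, 0 keratinocyte and 133 host cells had under 500 genes, and 181 donor, 1 keratinocyte and 208 host cells had over 20% mitochondrial UMIs.

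For donor cells, UMIs per 10000 (CP10K) were averaged on the linear scale over the cells of each library and annotated cluster with at least 20 cells. Genes with a mean of at least 0.1 CP10K were tested on log2(CP10K + 0.1) with limma 3.58.1 in R 4.3.3 (moderated test, trend and robust prior variance with statmod 1.5.0, library as a block, all clusters in the fit). A gene was called between clusters at an absolute log2 fold change above 2 and a Benjamini-Hochberg adjusted p under 0.05. Since clusters were defined from the same values, calls describe the annotation and are not independent evidence of it. The libraries labelled BMT + T cells and BMT were compared with limma on the mean over the 3 clusters that had at least 20 cells in all 4 libraries, with equal weights, at an absolute log2 fold change above 1. The lone library was assumed to vary like the other 3. Gene lists were tested with camera at a preset correlation of 0.01, with fry as the alternative. Their p values were adjusted over the 3 list comparisons together (2 with Mrc1+ macrophages, 1 with MC).

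Detection of Zeb2 and Epcam in the same cell was measured per library as a log2 odds ratio, and correlations of Zeb2 across cells as Spearman coefficients per library. Both were tested with an exact two-sided sign-flip permutation over the 4 libraries, which cannot give a p under 0.13 (0.25 with 3 libraries). For thinning, donor cells were drawn down to 2000 UMIs and each keratinocyte to 2500. The donor thinning left out 182 of 2572, 770 of 8382 and 38 of 226 cells of BMT replicates 1 to 3. In the BMT + T cells library it left out 87 of 719. The interferon-gamma list was placed among 10000 random lists matched on expression in 20 bins. Keratinocyte and host values have no replicate and no test. Shares have exact Clopper-Pearson intervals and UMI counts exact Poisson intervals at 95%. A count of 0 allows up to 3 counts of the total. These intervals and limits cover counting error only. Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used. On simulated data with 200 changed genes, limma recovered 99 to 100% of them in the cluster comparisons and 92.5% in the comparison of labels. In the latter 8 unchanged genes were also called. The simulated log2 changes were 3 and 2, above the thresholds for a call, at a coefficient of variation of 0.25. Recovery of smaller changes, or under a wider spread between libraries, was not tested. Of 200 simulated lists without a change, 7.5% fell outside the 95% range of random lists.

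The tests, thresholds, gene lists and the rule for naming genes were chosen before the data were examined. The named genes are 72 genes the study discusses, the genes of the fixed lists (22 for fatty acid oxidation, 17 for glycolysis, 28 for interferon-gamma, 16 niche factors, 8 for Notch), and in each comparison the 5 called genes with the largest change in each direction that moved the same way in every library. In a comparison of 1 library with 1, they are the 5 with the largest log2 ratio in each direction among genes with at least 1 CP10K in either. A keratinocyte list and a T cell list of 7 genes each served to look for RNA of other cells. The donor table listed 5 and 6 of them. In donor clusters with at least 20 cells their summed levels reached at most 2.66 and 0.216 CP10K. Coordinates are from the GRCm39 annotation.

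Alternatives were pseudocounts of 0.01 and 1, no filter, a filter at 0.5 CP10K, means of the deposited log values, at least 50 cells, no library block, each library left out in turn, only the 2 compared clusters in the fit, 20 cells drawn from every library and cluster, voom on summed UMI counts, other detection thresholds, depth strata, pooled cells, and a minimum of 1000 genes per cell. For the gene lists and the Notch genes, voom, the drawn cells, the minimum of 50 cells, the fit of 2 clusters and the filter at 0.5 CP10K were chosen after seeing the data, and so were no filter and log means for the Notch genes and the pseudocount of 0.01 for the lists. The pairing of libraries by experiment, the fit with experiment as a term and the interferon-gamma list within a pair were added after the data were seen as well. Also set then were the thinning depths, voom as the count model, the 45 cells drawn for distances between libraries, the adjustment over list comparisons, the 7 myeloid genes of the closing section, the choice of Jag1, Jag2, Il34, Epcam and Itgb8 as the niche factors followed through the alternatives, a spread taken from the range of random lists for the keratinocyte interferon-gamma list, and the limits by which the explanations in the closing section were judged. Count models other than voom were left out because the deposited unit is a log, although whole UMI counts could be recovered from it. Monocyte subclusters were not analysed here, and samples of other assays were not used here.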

Results

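The data hold 11899 donor cells, 5426 keratinocytes and 781 host cells of mouse epidermis in 7 libraries. The 3 donor libraries labelled BMT held 2572, 8382 and 226 cells with 34011138, 64343817 and 2982296 UMIs, and the donor library labelled BMT + T cells held 719 cells with 9405095 UMIs. Median depth per cell was 13387, 7021.5 and 12081.5 UMIs in BMT replicates 1 to 3 and 12374 UMIs in the BMT + T cells library. The keratinocyte libraries held 2836 cells with 27817737 UMIs (BMT) and 2590 cells with 24959785 UMIs (BMT + T cells), at medians of 8895.5 and 8834 UMIs per cell. The host library held 781 cells with 5141845 UMIs and a median of 4376 UMIs per cell. By their names, BMT replicates 1 and 2 are read as 1 experiment, and BMT replicate 3, the BMT + T cells library and the keratinocytes as another. On this reading, which was not tested, the donor comparison of labels is partly a comparison of experiments. Its value within an experiment is then the BMT + T cells library against BMT replicate 3, 1 library against 1. The model follows monocytes that enter the epidermis after transplantation and become Langerhans-like cells (monocyte-derived Langerhans cells, mLC).

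The sex of the cells was read from the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty. Host cells, which are male, had 1704 Y-linked UMIs among 5141845, and the keratinocyte libraries 6803 among 27817737 and 6484 among 24959785. The female donor libraries were at 0.0532%, 0.239% and 2.73% of the host level in BMT replicates 1 to 3 and at 0.674% in the BMT + T cells library. Xist had 41 UMIs in the host library and 0 and 1 in the keratinocyte libraries.

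The first comparison asks how the donor clusters are shared out under the 2 labels. Resident mLC made up 44.5% of the cells of the BMT + T cells library (95% Clopper-Pearson interval 40.8 to 48.2) and 13.6% ± 9.25 (SD, n = 3) of the BMT libraries, which ranged from 4.08 to 22.6%. The difference of 31.0 percentage points is larger than the spread between the BMT libraries. It moved most within the experiment, against BMT replicate 3 alone, to 21.9 points. Hmox1+ monocytes were at 14.7% against 1.69% ± 0.881 and cycling mLC at 4.73% against 2.65% ± 0.779, also above every BMT library. The 95% interval of cycling mLC in the BMT + T cells library, 3.30 to 6.55%, holds the 3.42% of BMT replicate 2. That of BMT replicate 3, on 6 cells, was 0.98 to 5.69%. The difference in cycling mLC is thus not clear of counting error. MC, the cells the authors name monocyte-derived cells, were at 4.17% against 14.2% ± 5.71 and Mrc1+ macrophages at 10.2% against 22.2% ± 7.94, both below every BMT library. A permutation of 1 library against 3 cannot go below 0.25, so no permutation test was run on the shares, and they have no other test here. Within the experiment the differences were 12.1 points for Hmox1+ monocytes, 2.07 for cycling mLC, -3.79 for MC and -9.76 for Mrc1+ macrophages.

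The remaining clusters lay inside the BMT range. ISG monocytes (interferon-stimulated genes) were at 9.46% against 21.3% ± 23.7, where BMT replicate 1 held 48.6%. Without that replicate the difference of -11.8 points became 1.87. Mono was at 8.76% against 17.5% ± 16.4, with 36.3% in BMT replicate 3, and without it the difference of -8.70 points became 0.717. Migrating mLC were at 2.23% against 4.52% ± 4.21, and S100a+ monocytes at 1.25% against 2.505% ± 3.97. Without BMT replicate 2 these differences of -2.30 and -1.25 points became 0.0138 and 1.04. Within the experiment the differences were 2.38 points for ISG monocytes, 1.34 for migrating mLC and 1.25 for S100a+ monocytes, so the negative differences do not hold there, and -27.5 for Mono. S100a+ monocytes were 0 of 226 cells in BMT replicate 3, which allows a share of up to 1.33%.

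Resident mLC were compared with Mono, which the study takes as the end and the start of the differentiation. limma called 295 of 7267 genes, 109 higher and 186 lower in resident mLC. By ratio, the mean of the deposited log values moved the count most, to 21 genes (8 higher, 13 lower), and a pseudocount of 0.01 raised it to 630. Higher in resident mLC in all 4 libraries were Mfge8 (log2 fold change 6.22, SE 0.60, adjusted p 4.75e-07), Epcam (5.69, SE 0.34, adjusted p 7.39e-11, 22.8 against 0.367 CP10K), Cd207 (5.31, SE 0.45, adjusted p 6.15e-09), H2-M5 (5.26) and Ptgs1 (5.04). Lower in all 4 were Plac8 (-6.70), Lyz2 (-6.08), Ly6c2 (-5.24), Lyz1 (-5.20) and Ccl8 (-5.15). The transcription factor gene Zeb2 (chromosome 2, 44873644 to 45007464, minus strand) was lower in 4 of 4 libraries by a log2 fold change of -2.82 (SE 0.28, adjusted p 2.11e-08), at 0.238 ± 0.210 CP10K in resident mLC and 1.94 ± 0.340 in Mono (SD, n = 4). Its call was lost with a pseudocount of 1 (-1.26) and with log means (-1.05), and over all alternatives the adjusted p ran from 1.07e-11 to 3.39e-04. Id2 rose by 0.81 (adjusted p 7.77e-04, 4 of 4 libraries) and Runx3 by 1.58 (adjusted p 0.00243, 4 of 4), both under the fold threshold. Over the alternatives their adjusted p went up to 0.0261 and 0.122. Ahr rose by 1.95 (adjusted p 5.05e-05, 4 of 4) and was called only without BMT replicate 3 (2.10), without the BMT + T cells library (2.14), with a pseudocount of 0.01 (2.15) and with voom (2.05), at adjusted p values from 6.98e-09 to 0.0746 over all alternatives. Cdh1 was called (2.56, adjusted p 0.00547, 4 of 4 libraries), but not without BMT replicate 2 (2.67, adjusted p 0.0893) or the BMT + T cells library (1.95, adjusted p 0.0553), and its adjusted p ranged from 3.58e-07 to 0.0893. Id2 was highest in Hmox1+ monocytes at 11.01 ± 0.8001 CP10K (n = 3) against 9.06 ± 0.792 in resident mLC (n = 4).

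Resident mLC and Mrc1+ macrophages are the fates that the study contrasts. limma called 255 genes, 76 higher and 179 lower in resident mLC. Higher in all 4 libraries were H2-M5 (5.13), Cldn1 (4.94, adjusted p 1.80e-13), Ptgs1 (4.82), Rgs18 (4.63) and P2rx2 (4.48), and lower in all 4 were Ccl24 (-6.06), Ms4a7 (-4.76, adjusted p 8.24e-13), Arg1 (-4.66), Slc7a2 (-4.54) and Pla2g7 (-4.45). Zeb2 was lower by a log2 fold change of -2.97 (adjusted p 1.10e-08, 4 of 4 libraries), and Epcam (4.35) and Cd207 (3.73) were higher. Ahr was called at 2.02 (adjusted p 3.48e-05, 4 of 4 libraries), but not without BMT replicate 1 (1.87) or replicate 3 (1.90), and its adjusted p ranged from 1.61e-09 to 0.0271 over the alternatives.

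Migrating mLC were compared with resident mLC to follow the cells leaving the epidermis. Only BMT replicates 1 and 2 had at least 20 migrating cells, so directions rest on 2 libraries. limma called 190 genes, 124 higher and 66 lower in migrating mLC. Ccl22 (7.14, adjusted p 9.46e-11), Ccl17 (6.26, adjusted p 0.00117), Ccr7 (6.25), Fscn1 (5.58) and Nr4a3 (5.35) were higher in 2 of 2 libraries, as was Cd83 (4.16). Ptgs1 (-4.84), H2-M5 (-4.37), P2rx2 (-4.03), Cacna1e (-3.86) and Ltc4s (-3.57) were lower. The call of Ccl17 was lost without BMT replicate 1 (5.73, adjusted p 0.0552) or replicate 2 (7.20, adjusted p 0.0803), and in the fit of 2 clusters (5.84, adjusted p 0.0800). Over the alternatives its adjusted p ran from 2.25e-10 to 0.0803. Cd207 was called lower (-2.27, adjusted p 0.00706, 2 of 2 libraries). Without BMT replicate 2 it was at -1.93 with an adjusted p of 0.233, and over the alternatives the adjusted p ran from 1.34e-04 to that value. Epcam fell short of the fold threshold (-1.63, adjusted p 0.0108, 2 of 2) and passed it with log means only (-2.19).

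Among the named genes fixed beforehand, 116 could be tested. Against Mono 34 were called over all genes and 34 adjusted over the list alone. The corresponding counts were 31 and 32 against Mrc1+ macrophages, 18 and 18 for migrating against resident mLC, and 19 and 19 against MC. The study chose many of these genes on these libraries, so the counts are not independent evidence. Against MC, a gene comparison that was not planned and came with the list test, limma called 152 genes, 56 higher and 96 lower in resident mLC.

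**Figure D1:**
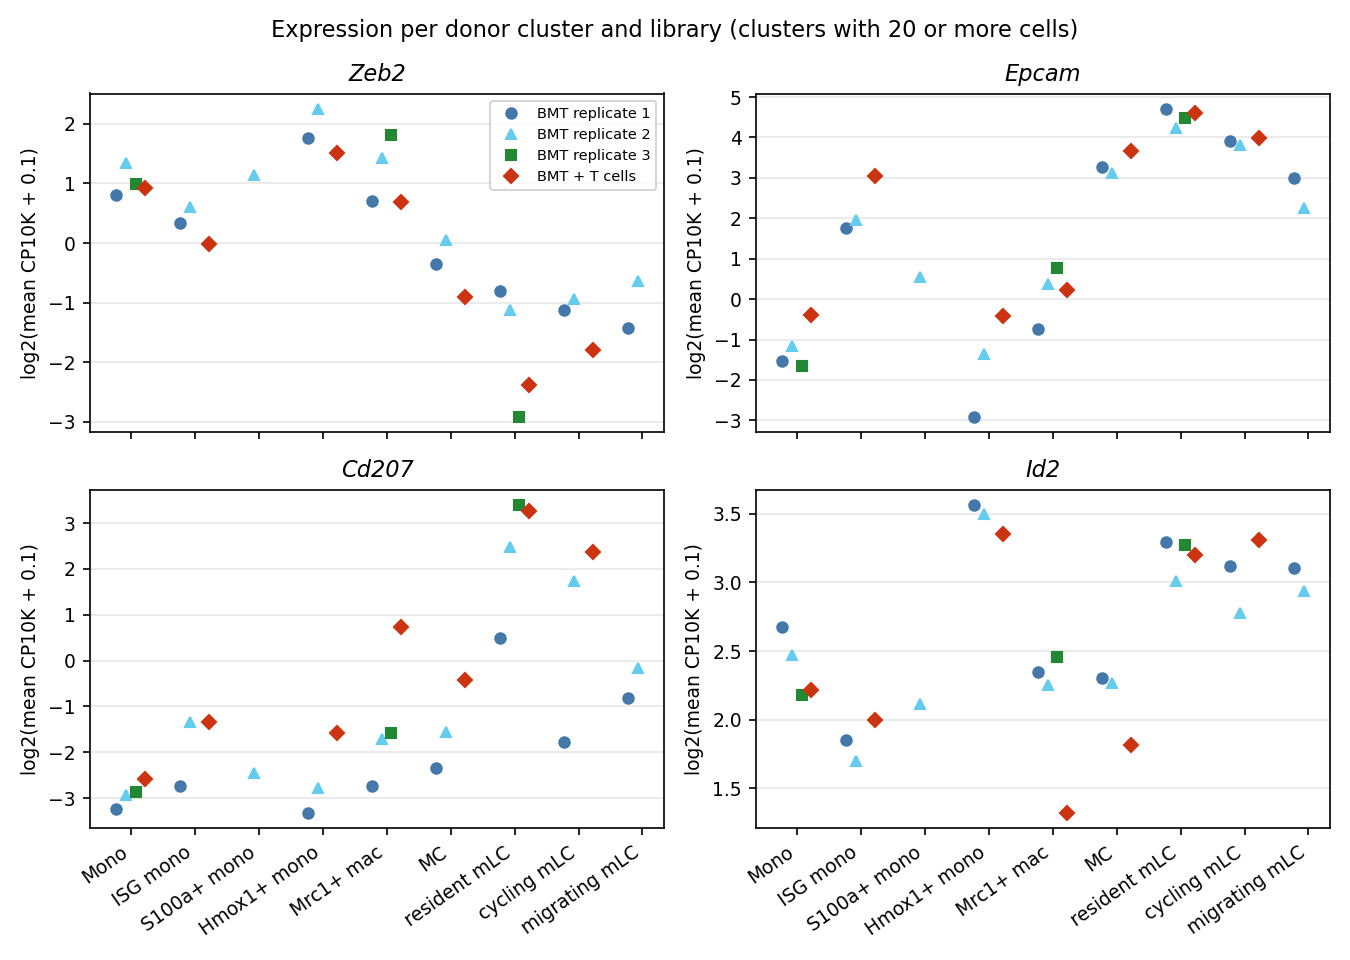
Mean expression (CP10K, log axis) of named genes in donor clusters, with 1 point per library. Zeb2 is at 0.238 CP10K in resident mLC and 1.94 in Mono, and Epcam at 22.8 and 0.367.

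The lists ask whether the fates differ in lipid and sugar metabolism. The fatty acid oxidation list had a median log2 difference of 0.44 between resident mLC and Mrc1+ macrophages (20 genes, 15 higher, 4 of 4 libraries above 0), against 0.12 for all genes. camera did not call it (p 0.0616, adjusted p 0.0924), while fry did (adjusted p 0.00214). fry tests the list against 0, and all genes are shifted as well, so its call does not show a difference particular to the list. BMT replicates 1 and 2 gave 0.19 and 0.11, BMT replicate 3 gave 0.87 and the BMT + T cells library 0.43. Without BMT replicate 3 the median was 0.17 with a camera adjusted p of 0.523, against 0.16 for all genes, and without replicates 1 or 2 camera called it (adjusted p 0.0338 and 0.0461). Log means, a compressed scale, moved the median most, to 0.11 against 0.06 for all genes. In alternatives chosen after seeing the data, voom gave 0.21 against 0.22 for all genes (adjusted p 0.638), and at least 50 cells gave 0.21 against 0.14. The camera adjusted p ranged from 0.0338 to 0.638. fry called the list in every alternative except 20 drawn cells (adjusted p 0.105). Against MC the list stood at 0.24 (14 of 20 genes higher, 3 of 3 libraries, camera adjusted p 0.286, fry adjusted p 0.0348). The fry call was lost, among others, without BMT replicate 1 (0.0507), without replicate 2 (0.0698) and without the BMT + T cells library (0.222). The glycolysis list was lower in resident mLC than in Mrc1+ macrophages, with a median of -0.55 (16 genes, 3 higher, 4 of 4 libraries below 0, camera adjusted p 2.11e-04). camera called it under every alternative run, with adjusted p from 5.83e-06 to 0.0463. It held under fry (adjusted p 0.00214), except without BMT replicate 2 (0.0557) and with log means (0.124).

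Zeb2 and Epcam were tested for detection in the same cells, since the study describes them as exclusive. Both were detected in 22.6%, 20.5% and 10.2% of the cells of BMT replicates 1 to 3 and in 13.1% in the BMT + T cells library. Each gene was also detected in the cluster where its level was low. Epcam was detected in 9.35 to 12.8% of cells of Mono at median depths of 5382 to 11693 UMIs. Zeb2 was detected in 5.88 to 20% of resident mLC at 7343 to 18027 UMIs. Whether these shares are background or low expression was not tested. The log2 odds ratio averaged -1.52 ± 0.87 (SD, n = 4) and was below 0 in 4 of 4 libraries (exact sign-flip permutation p 0.13, the smallest possible). It was -0.55 and -1.02 in BMT replicates 1 and 2 and -2.14 and -2.37 in BMT replicate 3 and the BMT + T cells library, so it held in both experiments. Detection above a deposited value of 1 moved it most, to -2.88. Within MC alone it was -0.14 ± 0.57, below 0 in 2 of 4 libraries (exact permutation p 0.75), and without the BMT + T cells library it was 0.03. Epcam was detected in 71.8 to 80% of MC cells in the 3 libraries with at least 20 of them.

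Across cells, Zeb2 correlated negatively with Epcam (mean Spearman coefficient over libraries -0.366 ± 0.118), Cd207 (-0.264), Cdh1 (-0.201), Runx3 (-0.182) and Ahr (-0.157), below 0 in 4 of 4 libraries for each (exact permutation p 0.13, adjusted over the 6 genes 0.15). Cells are not independent replicates. Id2 was at -0.0491 ± 0.0868, below 0 in 3 of 4 libraries (exact permutation p 0.5), and without BMT replicate 3 it was -0.0111. Within clusters the coefficients were smaller in size. They were below 0 in 4 of 4 libraries for Epcam (-0.0802, from -0.127 to -0.0428) and Cd207 (-0.0296) and above 0 in 4 of 4 for Id2 (0.0444), each at an exact permutation p of 0.13, adjusted 0.25. The others were of mixed sign over the libraries, at -0.00185 for Cdh1, -0.0435 for Runx3 and 0.00532 for Ahr.

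The Notch genes give the receptor side of a signal from keratinocytes (Notch1 to Notch4) and targets of the pathway (Hes1, Hey1, Nrarp and Dtx4). Of the 8 genes, 6 are listed in the donor table and 2 of these passed the filter on low values. Notch2 (chromosome 3, 97920800 to 98057677, plus strand) was higher in Mono than in resident mLC by a log2 difference of 1.61 (SE 0.20, adjusted p 9.70e-07, 8.12e-08 adjusted over the list alone, 4 of 4 libraries), at 1.46 ± 0.626 against 0.387 ± 0.0699 CP10K. It kept its direction and an adjusted p of at most 0.00217 under every alternative run. The pseudocount of 1 and the log means moved it most among them, to 0.80 and 0.57. Dtx4 was at 0.39 (adjusted p 0.273, 4 of 4 libraries), with 28 and 14 UMIs in the 2 clusters. It passed the adjusted p with a pseudocount of 0.01 (1.63, adjusted p 0.0322) and with voom (1.86, adjusted p 0.00286), and its adjusted p ranged from 0.00286 to 0.642. Without the filter Notch4 was higher in resident mLC (-1.31, adjusted p 0.00175) and Notch1 higher in Mono (0.88, adjusted p 0.0203), a setting chosen for these genes after seeing the data, with 35 to 267 and 79 to 15 UMIs from Mono to resident mLC.

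Genes were compared between the donor libraries labelled BMT + T cells and BMT at equal cluster weights. limma called 0 of 7345 genes, with 352 (4.79%) at an unadjusted p under 0.05. No other tool was run on this comparison. Without BMT replicate 1 a single gene was called, AA467197 (log2 fold change -2.96, adjusted p 0.0490, lower than in both remaining BMT libraries), named after its value was seen. Without BMT replicate 2 none was called, with 174 genes at an unadjusted p under 0.05. Without BMT replicate 3, 203 genes were called, 87 higher and 116 lower. With experiment as a term, a fit added after the data were seen, 141 genes were called, 74 higher and 67 lower, with 1130 at an unadjusted p under 0.05. That fit and the leave-outs have 1 residual degree of freedom. With the term, the change is BMT + T cells against BMT replicate 3, while the spread comes from BMT replicates 1 and 2 alone, so these calls have no replicate within the experiment. The comparison thus rests on which BMT libraries are in it.

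The interferon-gamma list asks for a trace of T cell activity. In donor cells its median log2 difference, BMT + T cells minus BMT, was -0.48 (22 of 28 genes, 4 higher), below all 10000 random lists, 95% of which lay between -0.14 and 0.19. Against BMT replicates 1, 2 and 3 singly it was -0.76, -0.66 and -0.01. The last is the value within the experiment (11 of 22 genes higher, inside the random range of -0.10 to 0.21) and moved it most, so the difference does not hold there. Pooling the cells gave -0.81. Without BMT replicates 1, 2 and 3 in turn it was -0.33, -0.34 and -0.75. In keratinocytes the list was higher in the BMT + T cells library by a median of 1.02 (16 genes, 15 higher, above all random lists, 95% of which lay between -0.08 and 0.05), and in each of the 5 clusters by 0.71 to 1.17. A pseudocount of 1 moved it most, to 0.50. Each keratinocyte label has 1 library, so this difference has no replicate.

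**Figure D2:**
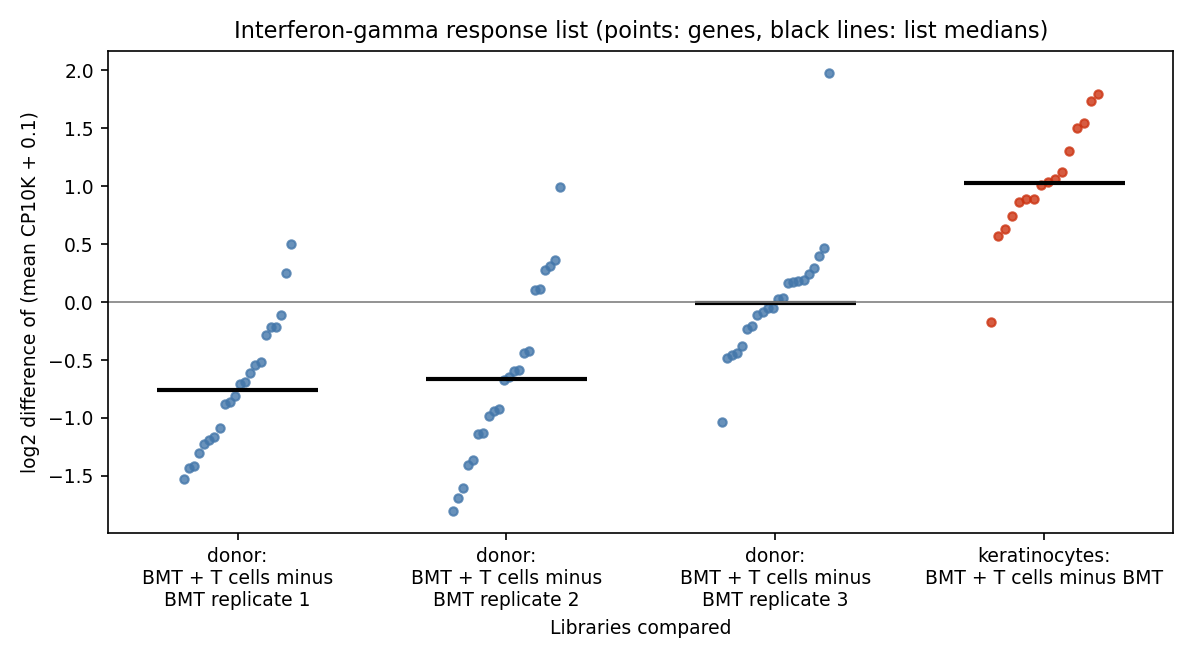
Log2 difference of each gene of the interferon-gamma list, BMT + T cells minus each BMT replicate in donor cells and minus BMT in keratinocytes. The donor medians are -0.76, -0.66 and -0.01 against BMT replicates 1 to 3, and the keratinocyte median is 1.02.

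In the keratinocyte libraries, basal cells made up 59.4% (57.5 to 61.2) in BMT and 66.1% (64.2 to 67.9) in BMT + T cells, and differentiated cells 17.4% (16.0 to 18.8) and 13.6% (12.3 to 15.0). Follicular cells were at 9.80% and 10.0%, which differ by less than counting error, and without the other 2 clusters, which hold cycling cells, the difference of 0.197 points was -0.179. The clusters named KC_Four and KC_Five went from 7.93 to 5.79% and from 5.50 to 4.48%, and the latter differ by less than counting error. Of 1651 genes with at least 1 CP10K in either library, 10 differed more than 2-fold, 8 higher and 2 lower in BMT + T cells. By ratio, a pseudocount of 1 moved the count most, to 3 (1 higher, 2 lower), and a filter at 0.1 CP10K gave 26 of 7804 (22 higher, 4 lower). The largest log2 ratios were those of Cd74 (1.79), H2-Q7 (1.69), Ifi27l2a (1.63), Fos (1.14) and B2m (1.13), and downward those of Pyy (-3.13), Sprr2a3 (-2.36), Dcn (-0.90), Slc27a3 (-0.71) and Clca3a2 (-0.61). Each kept its direction in all 5 clusters.

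The study places the niche of mLC in the hair follicle, so niche factors were compared between follicular keratinocytes and the mean of the other clusters, in 2 libraries. Jag1 (chromosome 2, 136923373 to 136958693) had a mean log2 ratio of 1.19 (1.096 and 1.29 in the 2 libraries), with 1.55 and 1.79 CP10K in follicular cells. Against the highest other cluster, basal cells, it was 0.84. Epcam had a ratio of 2.32. Itgb8 had 94 and 72 UMIs in follicular cells and 2 and 4 in all other clusters together, and its log2 ratio of 2.31 depends on the pseudocount. Il34 was lower in follicular cells (-0.66) and highest in differentiated cells. Jag2 (chromosome 12, 112871421 to 112893437) had a ratio of 0.00, and against basal cells it was -0.71. Of all UMIs of the gene, follicular cells held 16.5 and 17.8% for Jag1 and 7.86 and 7.08% for Jag2. Of the other factors, Tgfb2 (1.16), Bmp7 (0.98), Apoe (0.89) and Ptn (0.59) were higher on this measure in both libraries and Dll1 (-0.41) lower. Csf1 was at 0.15. Cxcl14 (-0.51 and 0.24), Tgfb1 (-0.29 and 0.11) and Itgb6 (-0.10 and 0.05) differed in sign between the libraries. Dll4 and Ccl2 had 0 UMIs in follicular cells of the BMT library, and their mean ratios of 0.07 and 0.03 rest on the pseudocount. Ptn went to -0.16 and Csf1 to -0.55 against the highest other cluster. On that measure Cxcl14 (-0.67), Tgfb1 (-0.95) and Itgb6 (-0.19) were below 0 in both libraries. With log means Cxcl14 (-0.48) and Tgfb1 (-0.04) were below 0 in both, while Itgb6 still differed in sign.

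**Figure D3:**
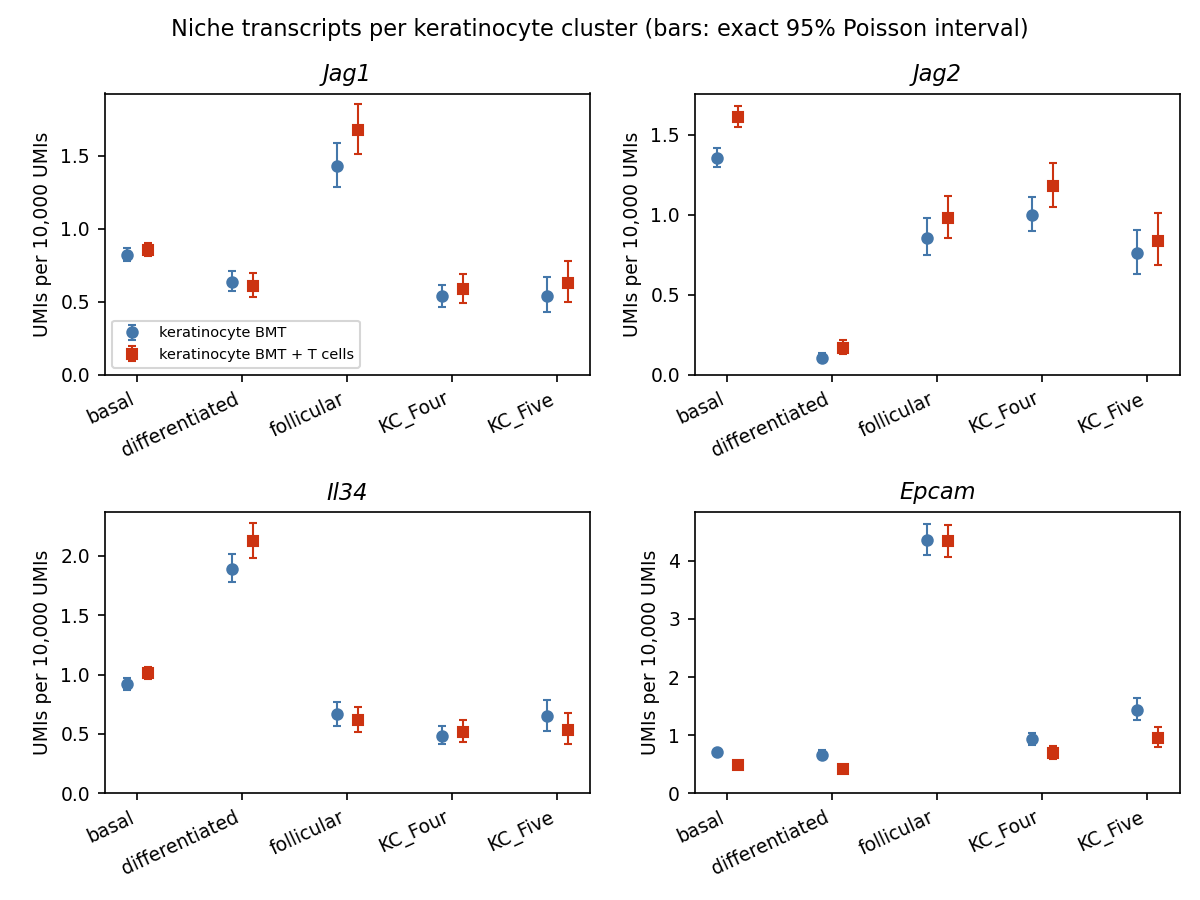
Level of Jag1, Jag2, Il34 and Epcam in the 5 keratinocyte clusters of each library, in UMIs per 10000 UMIs, with 95% Poisson intervals. In follicular cells Jag1 was at 1.43 (BMT) and 1.68 (BMT + T cells). In differentiated cells Il34 was at 1.89 and 2.12, against 0.664 and 0.615 in follicular cells.

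The host library, in a table normalised separately, held 7 clusters without names. Cd207 was highest in host cluster 2 at 14.0 CP10K, and Epcam there was at 7.74 CP10K. Host clusters 1 and 3, with 276 and 161 cells, had 1.56 and 2.83 CP10K of Cd207 and 0.171 and 0.234 CP10K of Zeb2. In the donor libraries, median latent time averaged 0.578 ± 0.0707 in resident mLC and 0.268 ± 0.0509 in Mono (n = 4). It was lower than in Mono in ISG monocytes (0.185 ± 0.0267, n = 3) and MC (0.209 ± 0.0137, n = 3) and about equal in Mrc1+ macrophages (0.275), so Mono did not have the lowest mean. Both were below Mono in each of the 4 libraries, counting those with under 20 cells. In donor resident mLC Cd207 was at 6.67 ± 4.16 CP10K (n = 4). Of the host cells, 208 (26.6%) had over 20% mitochondrial UMIs.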

Values the study reported

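For its single-cell data the study gives a lower limit of 500 detected genes per cell and an upper limit of 20% mitochondrial expression. Its cutoffs for differentially expressed genes were a log2 fold change above 2 and an adjusted P below 0.05.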

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

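All tests in this part were chosen after the results were seen, and the T cell and keratinocyte gene lists were fixed before the data were examined.

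The interferon-gamma list moved in opposite directions under the same labels, -0.48 in donor cells and 1.02 in keratinocytes. The difference between the 2 kinds of cell was not tested, and it drew attention because both kinds of cell carry the same labels. In donor cells not every gene went down: Cd74 rose by 0.60 and H2-Aa by 0.31. The ratio of the median UMIs per keratinocyte of the 2 libraries was 0.993, which argues against depth. RNA from myeloid cells in keratinocyte droplets, scaled by 7 myeloid genes with 44 and 178 UMIs, would bring 8.59% of the Cd74 UMIs gained, 0.0863% of those of H2-K1 and 10.4% of those of H2-Ab1, so it accounts for a small part. A first version of that test, the median log2 change of the same genes, gave 0.04 with a mean over the libraries of at most 0.00836 CP10K for each gene and decided nothing. It was replaced after its value was seen. In donor cells a library batch is a candidate explanation. With the libraries paired by experiment, genes of the list differed by a median absolute log2 value of 0.217 and 0.220 inside the pairs and by at least 0.611 across them, and within the experiment the list stood at -0.0108. Since the labels and the design text differ on T cells, a biological difference between the experiments stays open, untested. In keratinocytes a biological difference between the labels stays open, as does a difference between the single libraries, which have no replicate.

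Host cluster 6 held 3056 UMIs of the T cell list in 23 cells of a library sorted for CD11b and MHCII. The list summed to 175 CP10K there and to 3.65 CP10K in the next highest host cluster, where free RNA would give all clusters a like level. Trdc was at 61.9 CP10K and Cd3d at 21.4 CP10K, while Cd74 was at 0.968 CP10K. T cells that passed the sort are a candidate explanation. The host library has no replicate and no biological explanation was tested.

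Host cluster 5 held 60545 UMIs of the keratinocyte list in 43 cells, at 406 CP10K summed over 7 genes and a median of 35812 UMIs per cell. Krt14 was at 205 CP10K and Cd207 at 0.354 CP10K. No test of its origin was run, and no biological explanation was tested.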

How the results depend on the processing

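The alternatives were set before the data were examined, except those named as added, which were chosen after seeing the data. For the results that answer a comparison, 254 alternative values were computed: 202 kept their direction and their side of the threshold or moved by less than the spread, 4 newly passed a threshold, 2 reversed and 46 moved further. For the named genes in the cluster comparisons, 2579 values were computed, of which 2418 kept their call or lack of one, 134 lost a call, 27 gained one and 0 reversed.

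The counts of genes against Mono, against Mrc1+ macrophages and for migrating against resident mLC (295, 255 and 190) became 630, 547 and 421 with a pseudocount of 0.01, and 41, 42 and 26 with a pseudocount of 1. They became 21, 18 and 17 with log means and 565, 474 and 408 with voom. The filter at 0.5 CP10K gave 188 against Mono and 118 for migrating mLC, since it tested 3040 genes instead of 7267. The pseudocount sets how large a fold change a gene of low level can reach, and the means of log values compress it. For voom the cause was not tested. The share of called genes that were higher moved by over 10 points in some of these. Against Mono, 11 were higher and 30 lower with a pseudocount of 1, and 49 and 139 with the filter at 0.5. Against Mrc1+ macrophages this filter gave 33 and 146. For migrating mLC it was 200 and 208 with voom, 216 and 205 with a pseudocount of 0.01, 22 and 4 with a pseudocount of 1 and 13 and 4 with log means. Leaving out each library gave 296 to 312, 246 to 266 and 168 to 202 genes. When it left 1 library with migrating mLC, that library was assumed to vary like the other clusters. Without the library block the counts were 290, 252 and 225.

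The fatty acid oxidation list against Mrc1+ macrophages passed the threshold under fry (0.44, adjusted p 0.00214) and ran from 0.17 to 0.53 as each library was left out, and against MC it passed under fry (0.24, adjusted p 0.0348). Among the added alternatives the list against MC reversed to -0.0053 with the filter at 0.5 CP10K, which left 7 genes. The added voom fit, 20 drawn cells and minimum of 50 cells took the list against Mrc1+ macrophages to 0.21, 0.27 and 0.21, where camera adjusted p was 0.638, 0.541 and 0.435. The range of camera adjusted p over the alternatives was 0.0338 to 0.638. The glycolysis list kept its direction and its call under camera in all alternatives run, and Notch2, which is under the fold threshold for a call, kept its direction and an adjusted p under 0.05.

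Detection of Zeb2 with Epcam moved from -1.52 to -2.88 with detection above a deposited value of 1, -2.61 over 10 depth strata and -2.71 after thinning. Within MC it moved from -0.14 to -1.68, -0.86 and -1.36. The strata and the thinning compare cells at like depth by construction. For the higher detection threshold the cause was not tested. Within-cluster coefficients of Zeb2 were -0.0802 for Epcam, -0.0296 for Cd207, 0.0444 for Id2, -0.0435 for Runx3 and -0.00185 for Cdh1, and the sign changed for Id2 and, to 0.00532, for Ahr. Id2, which had no clear sign across cells, is counted above among those that moved further. Differences between clusters are left out there by construction.

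Against BMT replicate 3 alone, the share differences were 12.1 points for Hmox1+ monocytes, -3.79 for MC and -27.5 for Mono. The comparison of labels called 0 genes, 0 to 203 as each BMT library was left out, and 141 with experiment as a term, a fit added after the data were seen. The cause was not tested. In donor cells the interferon-gamma list went from -0.48 to -0.0108 against BMT replicate 3 alone, also added. In keratinocytes the interferon-gamma list was at 0.50 with a pseudocount of 1, 0.60 without the filter and 1.11 with pooled cells, and the count of genes over 2-fold was 3 with a pseudocount of 1 and 26 with genes of at least 0.1 CP10K.

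Follicular log2 ratios with log means were -0.29 for Il34, 1.22 for Epcam, 0.31 for Itgb8 and 0.48 for Jag1, a scale that compresses them. Against the highest other cluster they were -1.55 for Il34, 1.69 for Epcam, 2.27 for Itgb8, 0.84 for Jag1 and -0.71 for Jag2. The minimum of 1000 genes removed no keratinocyte. Hes1, Notch1 and Notch4 had levels under the filter. The 226 cells of BMT replicate 3 leave most of its clusters under 20 cells.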

Other observations

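The tests on depth per cell, on MC cells, on equal numbers of cells, on distances without the interferon list, on cells with at least 1000 genes and on host cluster 2 were set down before their values were seen, and the other tests of this part after. The patterns themselves were noticed in the data, except for the comparisons of the report.

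Other splits of the pseudobulks were fitted for the comparisons with at least 3 libraries in each cluster. For the genes called between resident mLC and Mono, 1 of 35 splits, the real one, gave as many genes, and the next gave 37. Against Mrc1+ macrophages it was also 1 of 35, with 2 genes in the next, and against MC 1 of 35, with 152 genes in the real split and 82 in the next. Of the 8 splits that part every library, 1 gave as many in each case, but there a share under 0.05 cannot be reached. For the glycolysis list 1 of 35 splits gave as large a median (0.55, with 0.52 in the next). The clusters were defined from the same values, which favours the real split from the start, so chance is not excluded by these counts. For the fatty acid oxidation list it was 2 of 35 against Mrc1+ macrophages and 3 of 35 against MC, and chance cannot be excluded there either.

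Zeb2 and Epcam were detected together less often than independence gives. Depth per cell argues the other way: after thinning to 2000 UMIs the mean log2 odds ratio was -2.71, below 0 in 4 of 4 libraries. Whether the relation also holds inside a cluster stays open. Within MC the thinned value was -1.36 and below 0 in 4 of 4 libraries, which met the rule written beforehand for counting against cluster identity as the whole cause. It is nevertheless treated as open, by a minimum of 5 expected cells in 3 libraries that was set after the values were seen. Observed cells with both genes were 14 against 23.9 expected in BMT replicate 1 and 109 against 137 in replicate 2, but 0 against 0.3 in replicate 3 and 1 against 2.52 in the BMT + T cells library. Without thinning the MC value was -0.14. The thinning left out 42 of 394, 33 of 1610 and 8 of 18 MC cells of BMT replicates 1 to 3. In the BMT + T cells library it left out 3 of 30.

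BMT replicate 3 was nearer to the BMT + T cells library than to the other BMT libraries. With 45 cells drawn from each library and cluster, the root mean square log2 distance over 1505 genes was 0.372 to the BMT + T cells library, 0.537 to BMT replicate 1 and 0.559 to replicate 2. Few cells in replicate 3 therefore do not account for it. Without the interferon list the distance was 0.369, against 0.528 and 0.551, so the pattern is not limited to that list. A library batch is a candidate explanation: BMT replicates 1 and 2, the other pair of like-named libraries, were 0.438 apart, and every distance across the pairs was at least 0.537. A difference between the animals of the experiments stays open, untested.

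In the share of resident mLC, shallow cells are argued against by a share of 44.1% in the BMT + T cells library among cells with at least 1000 genes, where the highest BMT library had 25.4%. Host cells sorted as donor cells are argued against by a Y-linked level in these resident mLC of 1.47% of the host level. A library batch cannot be told apart: against the BMT library of the same experiment the share was 21.9 points higher, but with 1 library on each side the spread within an experiment is not known. A difference between animals stays open beside the T cells.

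Y-linked UMIs occurred in resident mLC of the female donor libraries. BMT replicate 3 had 23 of them in 7 cells of 51, where scatter in proportion to depth gives 17.8 cells. BMT replicate 2 had 19 in 8 of 1175 cells and the BMT + T cells library 19 in 6 of 320, and BMT replicate 1 had 0. None of 10000 random scatters put them in as few cells in any of the 3 libraries (permutation p 1e-04, the smallest the draws can give), which argues against free RNA. A few host cells among the donor cells are a candidate explanation, at 7.59%, 0.630% and 1.47% of the host level in BMT replicates 3 and 2 and the BMT + T cells library. It was not tested further, and no biological explanation was tested.

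Jag2 transcripts lay mostly outside follicular keratinocytes. Follicular cells were 9.80 and 10.0% of the cells in the BMT and BMT + T cells libraries and held 7.86 and 7.08% of the Jag2 UMIs. Their level was 0.858 and 0.982 Jag2 UMIs per 10000. Basal cells had 1.36 and 1.61 Jag2 UMIs per 10000 in the 2 libraries and differentiated cells 0.104 and 0.170. Basal cells were thus 13.1 and 9.47 times higher, beyond counting error, which argues against free RNA as the source in basal cells. No biological explanation was tested.

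In host cluster 2, the mean of the keratinocyte list was 9.16 times higher in the 76 cells with under 500 genes than in the 94 others (104 against 11.4 CP10K). The medians over cells were 17.9 and 1.20 CP10K, so part of the cells carried the means. Median depths were 407 and 4783.5 UMIs. RNA from other cells in shallow droplets is a candidate explanation, though Cd74 was alike in both sets (183 and 168 CP10K). Host cluster 4 held Ccl22 at 12.7 CP10K and Nr4a3 at 9.08 CP10K.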
